A study of Mus musculus with 8 samples. Its data were reported in "A functional single-cell metabolic survey identifies Elovl1 as a target to enhance CD8+ T cell fitness in solid tumours" (2025).

How the data were processed

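CROP-seq libraries were prepared from CD90.1+ OT-I T cells, ovalbumin-specific CD8+ T cells of Cas9 knock-in mice that carried a lentiviral CRISPR library against metabolic genes. The cells were sorted 7 days after transfer from primary KPC_OVA pancreatic tumours, a mouse ductal adenocarcinoma line that expresses ovalbumin. Recipient mice received anti-PD-1 or control IgG. The labels describe 8 samples, a gene expression and a guide library for each of 4 10x Genomics channels. Treatment was taken from the labels, which gave 3 anti-PD-1 libraries and 1 IgG library. Replicate numbers follow the order of the samples and do not pair the treatments.

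The deposited matrices hold raw UMI counts per feature and cell barcode, made by the authors with Cell Ranger 3.1.0 against mm10. Each matrix has 32285 genes and 280 guide features, 34 of them nontargeting. The features name 84 targets, of which 81 have 3 guides and 3 have 1 guide. The deposited guide calls give the guides called in each cell with their UMI counts, from thresholds that Cell Ranger set by itself. The annotation release behind the counts is not given in the sources used here. Coordinates were read from GENCODE M21 for GRCm38, the same build as mm10, and are 1-based.

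Barcodes with exactly 1 called guide were retained. UMI counts had to lie within 3 median absolute deviations of the library median on the log10 scale, since the limits of the study are not stated, and mitochondrial genes could hold at most 10% of the UMIs. Total gene UMIs were 147911528, 148163269 and 155974184 in anti-PD-1 replicates 1, 2 and 3 and 142945121 in IgG. Exact Clopper-Pearson 95% intervals are given for shares of a single library, and a count of 0 cells allows a share of 3 counts of the total, from 0.0261% in IgG to 0.118% in replicate 1. Intervals and floors cover counting error only.

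Libraries were first compared by the number of cells per guide with a chi-square statistic, whose p came from a permutation test with 100000 random reassignments of cells. Anti-PD-1 replicates 1 and 2 were to be merged if they differed by less than sampling noise.

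Clusters followed the main steps of the study's workflow in Seurat 5.3.0, except that each library was integrated as its own unit rather than by the study's batches. Genes with a UMI in at least 10 cells were log-normalised, 2000 variable genes were chosen without targeted, mitochondrial, T cell receptor variable and sex-linked genes, and the 4 libraries were integrated by canonical correlation with 30 components. UMI count, mitochondrial share and the S minus G2M score were regressed out, and 15 principal components were clustered at a resolution of 0.3. A cluster took the name of a marker list when its leading gene belonged to that list, the list held most marker genes among its 10 leading genes and at least 3 of the list were detected. Leading genes had a UMI in at least 10% of the cells and the largest fold over the other clusters after 10 CPM were added. The lists were written before the data were examined, as were the tests, the samples of each comparison, the named genes and the alternatives, whereas this naming rule was settled afterwards. Cluster shares were compared between treatments by a two-sided exact permutation test of the 4 libraries, whose smallest possible p is 0.25.

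For each target, the share of its cells in a cluster minus that of cells with a nontargeting guide (sgNT) was computed within each anti-PD-1 library and averaged. Targets needed 10 cells in each library. A two-sided exact permutation test took guides as units and enumerated all reassignments of the target's guides among the nontargeting ones. For the combined rank, targets and sgNT were ranked per cluster by this difference, lowest first in the cluster with the highest mean of the exhausted list, and ranks were averaged over the named clusters and that cluster. Mock targets of 3 nontargeting guides each gave the range under chance over 1000 draws.

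Gene expression was tested with edgeR 4.0.16, by quasi-likelihood on counts summed over cells, with filterByExpr, TMM and Benjamini-Hochberg adjustment within each contrast at 0.05. The treatment fit used 1 sum per library, so that the IgG library was assumed to vary like the anti-PD-1 libraries. The target fit used 1 sum per target and anti-PD-1 library with at least 10 cells, all targets together, and the library as a block. Elovl1 across clusters was tested on sgNT sums per cluster and library with the library as a block. Gene lists were tested with fry of limma 3.58.1 on log2 CPM with a prior count of 2, and with camera at its preset correlation of 0.01. DESeq2 1.42.0 served as an alternative. Other tools were R 4.3.3, Rcpp 1.1.0, Python 3.11.15, scanpy 1.11.5, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Errors after log2 fold changes are standard errors of the fit, and those after means are SD over libraries.

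Named genes of the treatment fit were the 5 with the largest rise and the 5 with the largest fall among those past the threshold, with a mean log2 CPM above 4 and every anti-PD-1 library on the same side of IgG, together with 9 genes the study names. Since no gene passed, the first part of this rule named none. It was then applied to the fit with the batch term, a choice made after seeing the data, where only replicate 3 had to lie on the side of the fold change. In the Elovl1 contrast they were Elovl1, the 5 genes with the smallest p and 11 genes the study names, all of them tested and adjusted together, of which 2 are not reported here. Named targets were Elovl1 and Slc5a12, the 2 with the smallest p per cluster, the 5 best and 3 worst of the combined rank, the 5 with the most changed genes and the 5 with the largest fall of the targeted gene. Genes named outside this rule were chosen after their values were seen.

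Each fit was tested on simulated data. For the treatment comparison, 61.3% of 194 genes changed 2-fold were recovered among 13507 genes, with 10 unchanged genes called. Simulated counts had a negative binomial dispersion of 0.02, whereas 4002 genes differed between the batches seen in the guide composition of the real libraries. Recovery in the real treatment fit can therefore be lower. In the target comparison, simulated for sgElovl1, 135 of 188 changed genes were recovered among 8722, with 9 unchanged genes called, and 4 of 81 unchanged targets had a call. For clusters, 70.0% of 200 changed genes were recovered among 9383, with 18 unchanged genes called. A gene list raised 1.25-fold in the Elovl1 comparison, among 9419 genes, reached an adjusted fry p of 4.00e-09, and 0 of 5 other lists were called. In the real sums without guide 3, the cytokine and killing list had a mean log2 fold change of -0.42. Its unadjusted fry p was 0.22. A real list can therefore shift by more than the simulated one without a call. For cluster shares, a shift of 9.94 percentage points reached an exact p under the threshold of 0.05 in 2 of 5 moved targets, and one of 19.9 points in 5 of 5. In the library comparison over 276 guides, 1 of 20 draws from one pool and 20 of 20 from different pools differed.

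Alternatives changed 1 choice at a time: clustering resolution, integration, regression, thinning of each cell to 2000 UMIs, the UMI limit, a minimum of 5 guide UMIs, the libraries used, the measure behind the ranks, normalisation, test tool, expression filter, replicate block, single guides, cluster as a term, and leaving out each library. Alternatives chosen after seeing the data were a batch term taken from the guide composition, leaving out cells with at least 10 UMIs of the marker genes of tumour epithelium, myeloid cells, B or plasma cells or fibroblasts, leaving out the 8% of cells with the highest scrublet doublet scores of each library, and 5 further ways to form the combined rank. Leaving out cells that scrublet called doublets was void, because it called 3, 8 and 0 cells in the anti-PD-1 libraries and 1251 in IgG.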

Results

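Transcripts and guides were read out in single OT-I T cells from KPC_OVA tumours, 7 days after transfer, in 3 libraries from anti-PD-1-treated mice and 1 library from mice given IgG. The 4 libraries held 56359 cell barcodes, of which 28447 had no guide call, 23805 had exactly 1 and 4107 had more. The share of barcodes with exactly 1 guide was 27.2%, 26.9% and 48.7% in anti-PD-1 replicates 1, 2 and 3 and 51.1% in IgG. After filtering, 2535, 2597 and 6432 cells remained in the anti-PD-1 replicates and 11495 in IgG, 23059 in all. Depth differed between treatments, with a median of 16829, 16325 and 12084 UMIs per cell in the anti-PD-1 replicates and 6329 in IgG. The cells carried 276 guides, 34 of them nontargeting and the others against 83 targets, and 2685 cells carried a nontargeting guide (sgNT).

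Guide composition differed between all pairs of libraries by more than sampling noise. Each pair reached a p of 1e-05, the smallest that 100000 reassignments in the permutation test can give. Replicates 1 and 2 had the lowest chi-square, 1.63 per degree of freedom, and shared 3 cell barcodes, so they were kept as separate replicates. Replicate 3 and IgG followed at 3.20, and the other pairs lay between 5.19 and 6.44. This statistic grows with the number of cells, which differs between libraries, so it does not settle which of the 2 pairs is nearer. The Pearson r of guide shares was 0.79 for replicates 1 and 2, 0.69 for replicate 3 and IgG and 0.21 to 0.25 for the other pairs. Expression over 13810 genes gave the same 2 nearest pairs. The root mean square log2 difference was 0.34 between replicate 3 and IgG, 0.48 between replicates 1 and 2 and 0.61 to 0.69 between the other pairs. Replicates 1 and 2 therefore form 1 batch by guide composition and replicate 3 and IgG another, although no label names a batch. The sample titles of replicates 1 and 2 share 1 name with numbered endings, while replicate 3 and IgG have a name each. Whether replicates 1 and 2 hold separate samples is not stated, so n = 3 counts libraries. Replicate 3 is the only anti-PD-1 library in the batch of the IgG library.

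Clustering gave 9 clusters. Cluster 0, the largest with 7562 cells, had the highest mean of the exhausted list, with a log2 fold of 0.57 over the other cells, and Gzmc and Spp1 as first leading genes, which are in no list, so that it remained unnamed. Cluster 1 was proliferating G1/S-like with 4197 cells, cluster 2 effector-like with 3332, cluster 4 proliferating G2/M-like with 1886, cluster 5 precursor exhausted-like with 1650, cluster 6 effector memory-like with 684 and cluster 8 interferon response-like with 154. Cluster 3 had 3274 cells led by histone genes and remained unnamed, as did cluster 7 with 320 cells, whose median UMI count was 0.40 of the library median.

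To ask how anti-PD-1 changed the states of the transferred cells, the share of each cluster was compared between treatments. With 1 IgG library, the two-sided exact permutation test cannot give a p under 0.25, so that no difference can pass 0.05. Cluster 2 held 17.7% ± 3.76 (SD, n = 3) of the cells with anti-PD-1 and 12.6% with IgG (95% interval 12 to 13.3), with an exact p of 0.25. In replicate 3 alone its share was 13.4% (12.5 to 14.2), within counting error of IgG. Cluster 6 held 4.67% ± 1.49 (SD, n = 3) against 1.83%, with an exact p of 0.25, and replicate 3 minus IgG was 1.13 percentage points. Cluster 5 held 6.34% ± 0.38 (SD, n = 3) against 8.05%, with an exact p of 0.25, a difference of -1.71 points that was -1.92 points for replicate 3. It became 1.32 points at a resolution of 0.2, where 660 of the 684 cells of cluster 6 joined cluster 5, and 0.033 points with a minimum of 5 guide UMIs. Cluster 0 held 33.7% ± 6.05 (SD, n = 3) against 29.5%, with an exact p of 0.5, and its difference of 4.24 points was 0.74 points without replicate 3. Cluster 1 held 15.3% ± 0.83 (SD, n = 3) against 21.4%, with an exact p of 0.25, and cluster 4 held 7.10% ± 0.75 (SD, n = 3) against 8.99%, with an exact p of 0.25. The differences of clusters 3, 7 and 8 were -1.76, -0.93 and 0.21 points, with exact p of 0.5, 0.75 and 0.5. Without replicate 3 the last 3 differences were -0.79, -1.45 and 0.052 points, and that of cluster 7 was -0.57 points without replicate 1. The difference of cluster 1, -6.04 points, became 0.61 points when cells were thinned to 2000 UMIs, which left out 163 IgG cells below that depth and 0 others, in a clustering where 1571 of the 1886 cells of cluster 4 joined it. With nothing regressed out, the differences of clusters 0, 1 and 3 were -4.02, 1.21 and 1.71 points, each of the opposite sign.

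**Figure D1:**
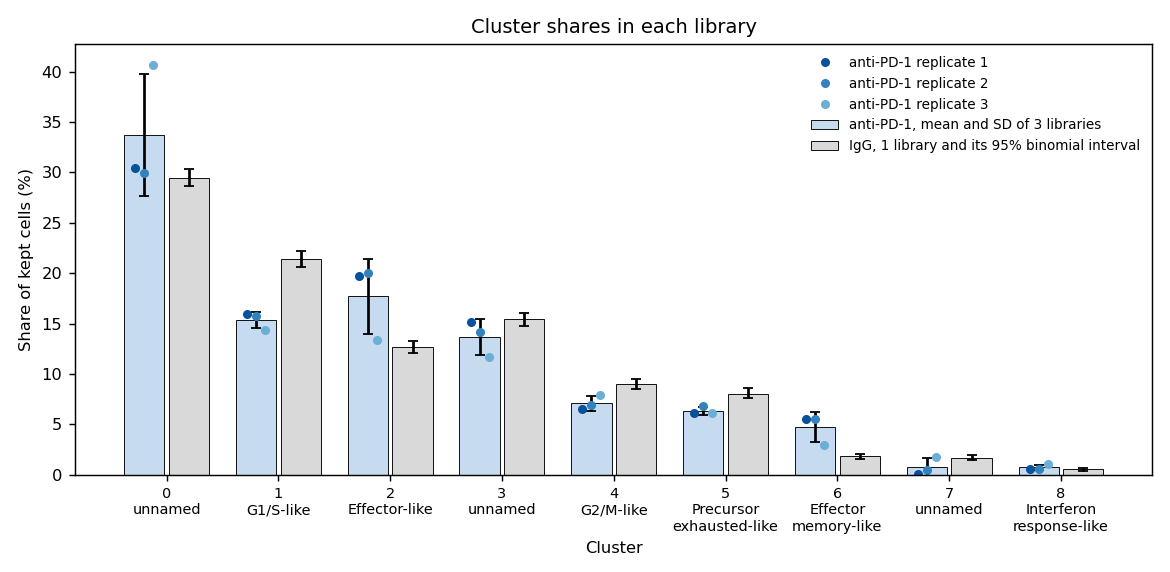
Share of cells in each of the 9 clusters, in percent, for the 3 anti-PD-1 libraries and the IgG library, with the anti-PD-1 mean. The IgG library lies above all anti-PD-1 libraries in clusters 1, 3, 4 and 5 and below them in clusters 0, 2, 6 and 8.

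Genes that differed between treatments were sought by edgeR on summed counts. None of 13810 genes passed an adjusted p of 0.05, while 268 had an unadjusted p under 0.05. DESeq2 called 5 genes, which were chosen after their values were seen: Tnfsf8 at -1.39, Gm48236 at 2.29, Gpr65 at 0.76, Mt3 at 1.08 and Tcf7 at -0.87 on the log2 scale. The count rested on replicate 3, without which edgeR called 3510 genes, 1746 higher and 1764 lower. It was 0 without replicate 1 and without replicate 2. Between the batches, 4002 genes differed. Without replicate 3, the anti-PD-1 libraries lie in 1 batch and IgG in the other, so treatment and batch cannot be told apart there. With the batch as a term, a choice made after seeing the data that leaves 1 residual degree of freedom, 306 genes were called, 172 higher and 134 lower with anti-PD-1. This comparison is replicate 3 against IgG, 1 library against 1, with its spread taken from replicates 1 and 2 alone.

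Among the 9 genes named beforehand, 1 passed the threshold when adjusted over the list alone, and 0 passed over all genes tested. Tcf7 (ENSMUSG00000000782) was lower with anti-PD-1 by edgeR, at 13 ± 0.81 CPM (SD, n = 3) against 23.8 CPM in IgG, a log2 fold change of -0.87 ± 0.14 that held in 3 of 3 libraries. Its adjusted p was 0.010 over the list alone and 0.99 over all genes, and with the batch term the fold change was -0.96 with an adjusted p of 5.05e-12, the range over all alternatives being 1.56e-13 to 1. Since the study named these genes on these samples, the list is not independent evidence. Klf2 (ENSMUSG00000055148) was at 44.0 ± 18.0 CPM (SD, n = 3) against 17.4 CPM, a log2 fold change of 1.33 ± 0.52 with an edgeR adjusted p over the list of 0.21, and 23.2 CPM in replicate 3. Pdcd1, Havcr2, Slamf6, Gzma, Ifng, Tnf and Mki67 changed by 0.07, -0.02, -0.05, 0.03, 0.09, -0.64 and -0.21, with edgeR adjusted p over the list of 0.39 or more. The batch term reversed Havcr2 to 0.34, Ifng to -0.18 and Tnf to 0.26 and took Slamf6 to -0.58, Gzma to 0.83 and Klf2 to 0.41, of which the last 3 passed the threshold there, as did Tcf7. Leaving out replicate 3 reversed Pdcd1 to -0.04, Slamf6 to 0.16 and Gzma to -0.64 and took Tnf to -1.50 and Klf2 to 1.64. Of these, Gzma, Tnf and Klf2 passed the edgeR threshold there, as did Tcf7 at -0.83. The fit without replicate 3 cannot tell treatment from batch. Without replicates 1 and 2, Tnf was at -0.34 and -0.37. Havcr2 was 0.07 without replicate 1 and 0.09 without replicate 2, and Ifng was -0.14 without replicate 2.

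Among genes past the threshold with the batch term and with a mean log2 CPM above 4, the largest rises were Igkc, Igha, Ccl5, Cib2 and Mt3, and the largest falls Cebpb, Ppp1r14b, Tnrc6c, Crls1 and Sap30l. Igkc rose by 5.55 on the log2 scale, from 2.69 CPM in IgG to 126 CPM in replicate 3, where 1 kept cell held 99.0% of the UMIs of the B or plasma cell list. Ccl5 rose by 0.97 on the log2 scale with the batch term, with 4109 ± 931 CPM (SD, n = 3) under anti-PD-1 and 2646 CPM in IgG. Cebpb changed by -1.60 with the batch term, at 3.01 CPM in replicate 3 and 9.14 CPM in IgG, but was higher than IgG in replicates 1 and 2, at 34.6 and 33.2 CPM. The same held for Ppp1r14b, at 221 and 248 CPM against 168 CPM in IgG. It also held for Crls1, at 22.2 and 24.2 against 12.1 CPM, and Sap30l, at 48.7 and 48.4 against 44.9 CPM. Of these falls, only Tnrc6c was below IgG in each anti-PD-1 library.

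To ask which knockouts moved cells between states under anti-PD-1, cluster shares of each target were compared with sgNT over guides. Of 630 pairs of 70 targets and 9 clusters, 0 passed an adjusted p of 0.05. Unadjusted, 29 pairs had an exact p under 0.05, or 4.60%, and the smallest adjusted p was 0.81. The smallest exact p this design can give is 0.00013, for targets with 3 guides, and it is larger for those with 1 guide. Over 630 pairs, 1 pair alone could therefore not have passed. The pair with the smallest p was sgPigz in cluster 4, at 15.3% against 7.05% of sgNT cells (exact p 0.0015, higher in 2 of 3 libraries). Its differences in replicates 1, 2 and 3 were 19.1, -0.92 and 6.57 points. In the precursor exhausted-like cluster 5, sgFads1 was at 17.2% against 5.63% (exact p 0.0030) and sgHpse at 15.5% against 5.63% (exact p 0.0039), each higher in 3 of 3 libraries. Elovl1 knockout cells held 4.82% in that cluster, 0.82 points below sgNT (exact p 0.79), and were higher in 2 of 3 libraries. This difference was 1.73 points without replicate 1 and, with all libraries, 1.51 points at a resolution of 0.2 and 0.80 points at 0.5. The largest difference in the effector-like cluster 2 among the named targets was a fall for sgSlc6a9, at 9.07% against 17.5% (exact p 0.096). It was lower in 2 of 3 libraries, with differences of -17.0, -9.29 and 1.08 points in replicates 1, 2 and 3. In cluster 2, sgSetd1b was at 25.8% (exact p 0.091) and sgSlc5a12 at 25% (exact p 0.13), the latter higher in 2 of 3 libraries. The other named pairs, 13 in all, had exact p between 0.010 and 0.13. The alternative that gave the most unadjusted pairs, the log2 ratio of shares, gave 38 of 630, and 0 pairs passed the adjusted threshold there.

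In the combined rank of 70 targets and sgNT over 7 clusters, Cyp2a12 was first with a mean rank of 18.0, followed by Tgds, Alg12, B3gnt2 and Ndufv3 with 20.7, 22.6, 24.0 and 24.6. Abcc3, Cops8 and Sds were last with 50.9, 51.4 and 51.6. Slc5a12 was at position 14 with 28.0, and at rank 3 in cluster 2, where Dgkz and Setd1b were at ranks 1 and 2. Elovl1 was at position 50 with 40.9, and at rank 45 in cluster 5. Control sgNT cells were at position 32. Mock targets of nontargeting guides had a median of 39.0 and a 95% range of 21.6 to 55.7, below which 2 targets lay and above which 0 lay. Over the alternatives, Slc5a12 lay between positions 6 and 27 and Elovl1 between 11 and 70, the last with the log2 ratio of shares. A minimum of 5 guide UMIs left only 30 targets to rank, so positions there run over a shorter list. Leaving out replicate 1 moved Cyp2a12 to position 15, and leaving out replicate 2 moved Abcc3 to position 62. Over all alternatives Cyp2a12 ranged from 1 to 27, Tgds from 1 to 9 and Alg12 from 1 to 36. B3gnt2 ranged from 2 to 18 and Ndufv3 from 1 to 57. Abcc3 ranged from 52 to 74, Cops8 from 46 to 72 and Sds from 41 to 73. Slc5a12 was at positions 8, 24 and 26 without replicates 1, 2 and 3.

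**Figure D2:**
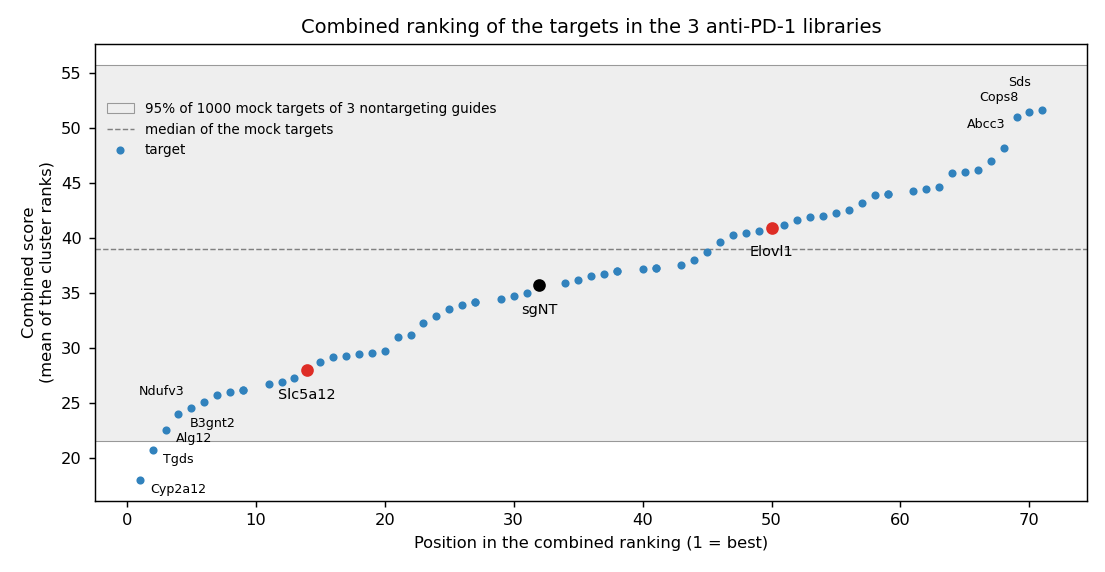
Combined rank of each target and sgNT, as the mean rank over 7 clusters, with the 95% range of mock targets made of nontargeting guides. Of the 70 targets, 2 lie below the range of 21.6 to 55.7 and 0 above.

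Genes changed by each knockout were counted in 1 edgeR fit of 229 sums, 82 targets and 9419 genes in the anti-PD-1 libraries. There were 464 calls in 53 targets, 459 of them of genes other than the target. Among targets with sums in more than 1 library, the most calls were in sgCs with 113, sgPik3cd with 60 and sgTgds with 46. Of the 5 targets with the most calls, sgDhodh and sgPigp rested on 1 library each, with 11 and 14 cells. Their counts are therefore not given. Leaving out 42 cells with at least 10 UMIs of another cell type's markers, a choice made after seeing the data, left 278 calls. It took sgCs and sgTgds to 0, while sgPik3cd, which had no such cell, had 62. Without the filter on low counts there were 994 calls, and by DESeq2 147. Without replicates 1, 2 and 3 in turn there were 365, 213 and 250 calls. In sgCs and in sgTgds there were 0 calls without replicate 2, and in sgPik3cd there were 0 without replicate 3 and 25 without replicate 1. Mock targets of 3 nontargeting guides had a call in 5 of 11 cases, with at most 8 calls, against 46 of 70 comparable targets, of which 9 had at least 10 calls. Without cells of other types 4 of these 9 had at least 10, sgPik3cd, sgKmt2b, sgSetd1b and sgMdh2, while sgDgkz had 8, sgPla2g4a 1 and sgB3gnt4, sgCs and sgTgds 0. In 6 of all 11 targets with at least 10 calls, sgSetd1b among them, 1 cell held most of the UMIs of the raised genes.

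**Figure D3:**
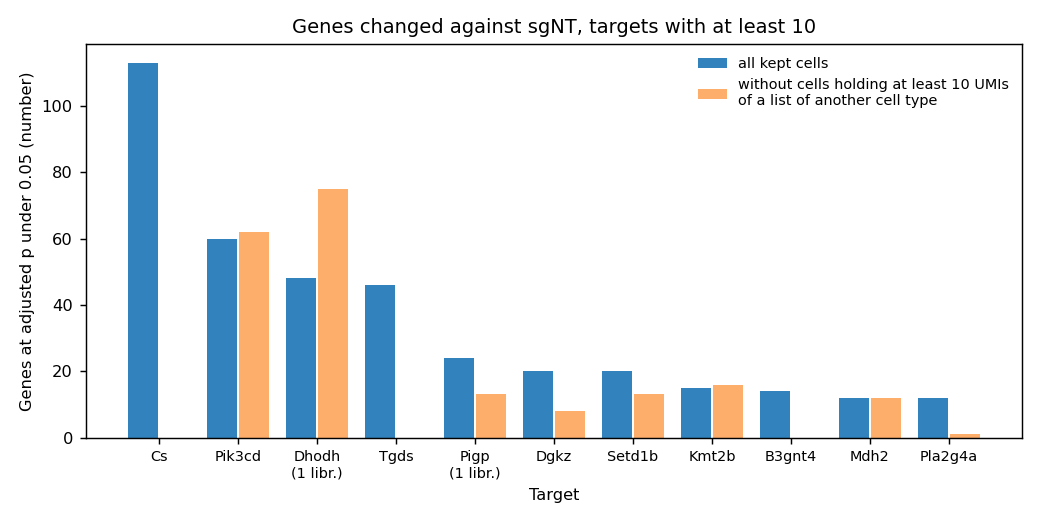
Number of genes with an adjusted p under 0.05 for each of the targets with the most calls, from all kept cells and without cells that hold markers of another cell type. The 113 calls of sgCs and 46 of sgTgds fall to 0, while sgPik3cd has 62.

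In sgPik3cd cells, 263 in the anti-PD-1 libraries with 1 guide, 45 of the 60 genes were higher. The smallest p were those of Klf2 and Trib2, at 2.17 ± 0.34 and 1.31 ± 0.21 on the log2 scale, each with an edgeR adjusted p of 1.54e-05. Klf2 was at 106 ± 36.8 CPM against 33 ± 13.3 CPM in sgNT (SD, n = 3). In the IgG library, which was not used for the calls, it was at 57.8 CPM in 236 sgPik3cd cells against 19.2 CPM in sgNT. Pik3cd itself changed by 0.11 ± 0.17. In sgMdh2, 12 genes were called, among them mt-Nd2 at 1.43, mt-Nd4 at 0.86 and mt-Cytb at 0.84. The genes of both targets were chosen after their values were seen.

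The study followed Elovl1, which lies on chromosome 4 from 118428093 to 118432953 on the plus strand (GRCm38, ENSMUSG00000006390). Its last exon starts at 118431898, and its 3′ end overlaps by 53 bp the end of Cdc20, on the opposite strand from 118432901 to 118437352. Sums of 188 sgElovl1 cells were compared with sums of 1420 sgNT cells in the 3 anti-PD-1 libraries. Of 9419 genes, 2 were called by edgeR, 276 had an unadjusted p under 0.05, and DESeq2 called 0. Tcrg-C1 (ENSMUSG00000076749) rose by 6.12 ± 0.54 on the log2 scale, at 23.4 ± 20.3 CPM against 0.14 ± 0.14 CPM (SD, n = 3), and was higher in 2 of 3 libraries. All of its 75 UMIs in sgElovl1 cells came from 13 of the 70 cells with guide 2. Gm6093 (ENSMUSG00000112963) rose by 3.93 ± 0.63, and 68 of its 69 UMIs came from 1 cell in replicate 1, without which it was at -1.25 and Tcrg-C1 was the 1 gene called. Without replicate 2, Epcam was called as well, 3 genes in all. With only sgElovl1 and sgNT in the fit, the 2 genes called were Gzma and Gzmg instead. Of the next genes by p, Trdv1, Vamp5 and Mfsd8, none passed, with edgeR adjusted p of 0.43, 0.59 and 0.59. The level of Elovl1 in its own knockout was 38.5 ± 8.64 CPM and 44.4 ± 3.79 CPM in sgNT (SD, n = 3), a log2 fold change of -0.19 ± 0.18 that was lower in 2 of 3 libraries and 0.0027 without replicate 1. Of the 11 genes named beforehand, 0 passed when adjusted over the list alone or over all genes. Srebf2 had the smallest list p, at 0.32 ± 0.16 with an edgeR adjusted p over the list of 0.48. Insig1 changed by -0.09, Slamf6 and Tcf7 by 0.21 and 0.34, Pdcd1 and Havcr2 by 0.11 and -0.09, and Ifng, Tnf and Mki67 by 0.60, 0.12 and -0.11. Of the 9 of these genes reported here, all but Srebf2 and Pdcd1 changed direction in some alternative. Without replicate 3, Tcf7 was at -0.18, Havcr2 at 0.08, Tnf at -0.25 and Mki67 at 0.01. Ifng was at -0.85 without replicate 1, and Insig1 at 0.05 without replicate 1 and 0.04 without replicate 2.

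None of the 6 gene lists differed between sgElovl1 and sgNT by fry, with adjusted p of 0.95 for each, and 0 passed under camera with its preset or an estimated correlation. The median log2 fold change of the cholesterol list was -0.0033 over 23 genes, with a mean of 0.028. The median was -0.10 for the cytokine and killing list, -0.03 for oxidative phosphorylation, -0.11 for proliferation, 0.02 for the exhausted list and 0.10 for the precursor exhausted list. In the cholesterol list the median was below 0 while the mean and the fry direction were above, and in the precursor exhausted list the mean of -0.02 was below 0 while the median and the fry direction were above. Leaving out 1 library reversed the median of 5 of the 6 lists, all but proliferation. Without replicate 1 the cholesterol list was at 0.087, oxidative phosphorylation at 0.017 and the exhausted list at -0.0096. Without replicate 2 the cholesterol list was at 0.0008 and the exhausted list at -0.013. Without replicate 3 the cytokine and killing list was at 0.17 and the precursor exhausted list at -0.14.

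Elovl1 expression across states was read from sgNT cells of all 4 libraries, with each cluster set against the mean of the others. It was highest in the effector-like cluster 2, at 63.3 ± 3.08 CPM (SD, n = 4), a log2 fold change of 0.46 ± 0.13 with an edgeR p adjusted over clusters of 0.010, higher in 4 of 4 libraries. Without replicate 2 this fold change was 0.38 and its adjusted p 0.091, the highest over the alternatives, whose lowest was 2.55e-07. By CPM, cluster 3 was lowest among the clusters measured in all 4 libraries, at 38.7 ± 4.82 CPM (SD, n = 4), with a log2 fold change of -0.35 and an edgeR adjusted p of 0.064. That difference passed the threshold in DESeq2 and with DESeq2 size factors, at -0.41 in each, and with all cells other than sgElovl1, at -0.23. The clusters named proliferating, 1 and 4, were at 45.8 ± 8.82 and 51.0 ± 11.9 CPM (SD, n = 4), with edgeR adjusted p of 0.71 and 0.56. Cluster 1 changed sign to 0.06 without replicate 1, cluster 4 to -0.04 without IgG and the precursor exhausted-like cluster 5, at 0.11, to -0.05 without replicate 3. With all cells other than sgElovl1, cluster 4 passed the threshold at 0.22. CPM is a share of all UMIs, and the median UMI count of cluster 3 was 1.43 of the library median. Per 100 sgNT cells, pooled over libraries of unequal depth, cluster 3 had 59.0 Elovl1 UMIs. Clusters 0 and 5 had 46.7 and 43.6, clusters 1 and 4 had 61.3 and 67.2, and cluster 2 had 74.1. By cell, cluster 3 was thus above clusters 0 and 5, which was not tested.

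**Figure D4:**
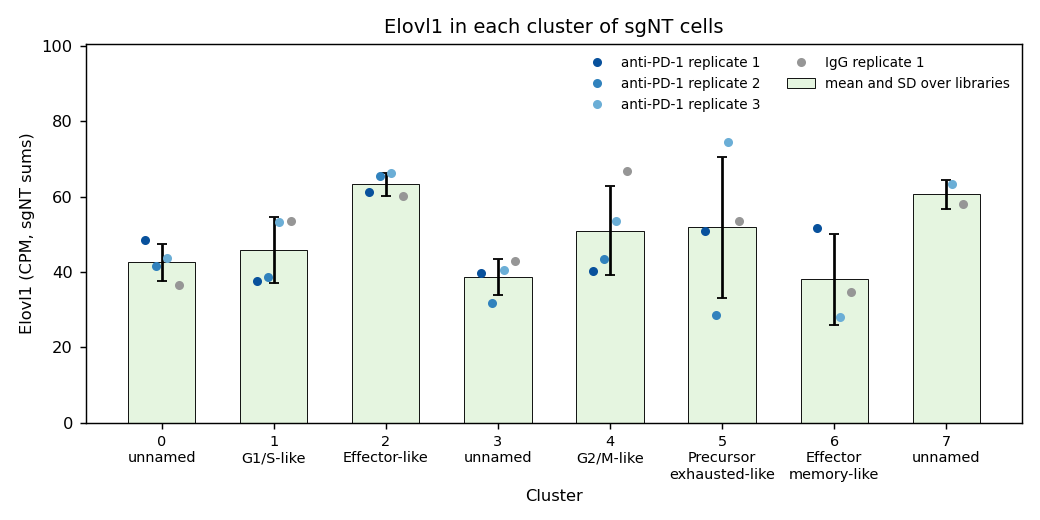
Elovl1 CPM in sgNT cells of each cluster and library, with the mean over libraries. Cluster 2 has the highest mean of the clusters measured in all 4 libraries, at 63.3 CPM.

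Counts of the targeted genes checked the guide labels. Of 42 targeted genes that were tested, 33 were lower in their own knockout, with a median log2 fold change of -0.41. Adjusted over these targets by edgeR, 11 were lower and 0 higher past the threshold. After shuffling the targets 100000 times, 20.7 genes were lower on average and 33 at most, a one-sided permutation p of 2.00e-05. The largest falls were those of Phyh at -3.12, Idh3g at -1.26, Fads1 at -1.21, Pi4k2b at -1.12 and Mdh2 at -1.09, and those of Fads1 and Pi4k2b did not pass. In the IgG library, which was not in this fit, Phyh was at 14.1 CPM in its own knockout and 14.3 CPM in sgNT, while the other 4 genes were lower. Since an indel need not lower 3′ counts, an unchanged gene is no evidence against editing. A minimum of 5 guide UMIs left 7 of 29 tested genes past the threshold, and leaving out replicate 3 left 6 of 31.

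**Figure D5:**
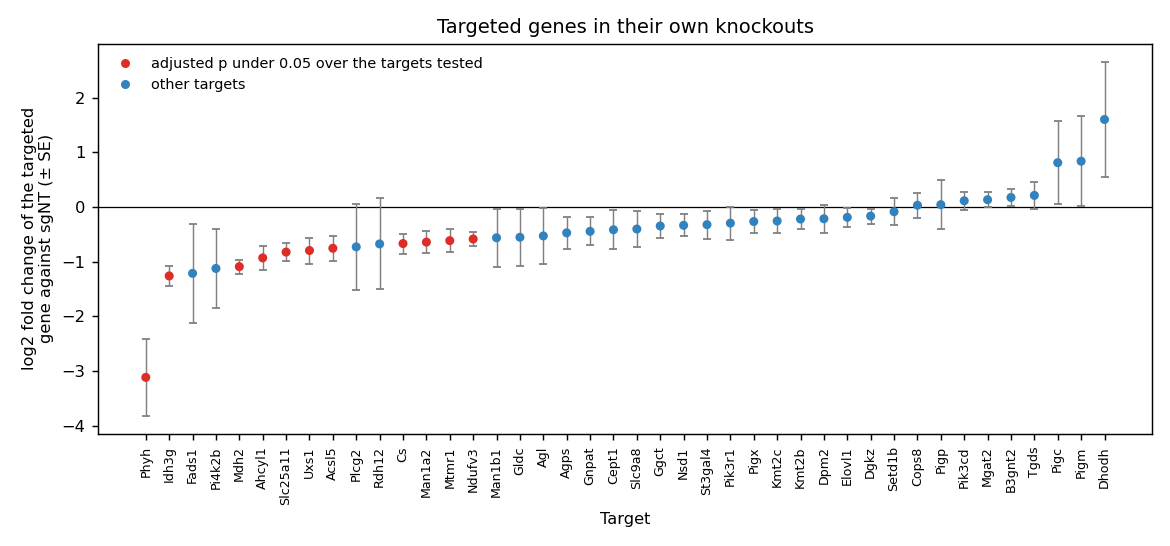
Log2 fold change of each targeted gene in its own knockout against sgNT, with standard errors, for the 42 targets tested. Of these, 33 lie below 0.

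Shares of cells per target were compared between treatments to see which knockouts accumulated. In IgG, 11 of 83 targets had a share above the range of the anti-PD-1 libraries by more than the 95% interval, and 7 below it. Elovl1 made up 1.91% ± 0.82 (SD, n = 3) of the cells with anti-PD-1 and 0.90% (0.74 to 1.1) with IgG, and 1.06% in replicate 3. The IgG share was thus below each anti-PD-1 library, but its interval reached their range. With all cells of exactly 1 guide call it was lower in IgG by more than the interval. Slc5a12 made up 1.4% ± 0.32 (SD, n = 3) and 1.19%, inside the range. As a ratio to sgNT cells, 19 targets were above and 3 below.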

Values the study reported

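The study targeted 83 metabolic genes with its CROP-seq library and analysed 22,371 T cells after filtering. Its clusters were drawn at a resolution of 0.3. Tumours came from 12 mice given IgG and 10 mice given anti-PD-1.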

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

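Of the lists used in this part, only the tumour epithelial list is as written before the data were examined. The myeloid list and the list of B or plasma cells differ from those written then, and no fibroblast list was written then. The limit of 10 UMIs per barcode is that of the omission of cells of other types, a choice made after seeing the data. Barcodes without a guide call, which no comparison of the report uses, held more transcripts of 3 lists of other cell types in anti-PD-1 replicate 3 than in IgG, with the IgG library as the control. Among 4578 such barcodes within the mitochondrial limit in replicate 3, the tumour epithelial list was at 309 CPM, against 41.9 CPM in IgG and 42.4 and 65.0 CPM in replicates 1 and 2. The myeloid list was at 60.7 CPM against 21.5 CPM in IgG, and the fibroblast list at 22.7 CPM against 0.94 CPM. In replicates 1 and 2 these lists were below IgG, at 7.31 and 7.58 CPM for the myeloid and 0.58 and 0.22 CPM for the fibroblast list. The list of B or plasma cells was at 1.3 CPM against 1.2 CPM. The lists hold 24 genes, none of them in more than 1 list. Each value comes from 1 library, and with 1 control library the differences were not tested.

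Free RNA of lysed tumour cells would raise the list in all barcodes. In replicate 3, barcodes with under 10 UMIs of the tumour epithelial list were at 11.4 CPM, near the 10.9 CPM of kept cells and the 11.4 CPM of such barcodes in IgG, which argues against free RNA. A candidate source is whole cells of another type, or doublets with one, among these barcodes, since 11 barcodes held 96.4% of the UMIs of the list. The most abundant genes were Krt19 at 97.4 CPM against 10.4 CPM in IgG, Krt8 at 87.9 against 10.1 CPM and Krt18 at 73.1 against 10.2 CPM.

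No test was written for the other 2 lists, whose UMIs also lay in few barcodes. For the myeloid list, 17 barcodes held 89.1% of the UMIs and the others were at 6.70 CPM, with Cd74 at 22.4 CPM against 14.8 CPM in IgG, Apoe at 13.4 against 3.62 CPM and Lyz2 at 9.94 against 1.52 CPM. For the fibroblast list, 1 barcode held 98.8% and the others were at 0.27 CPM, with Sparc at 7.73 CPM against 0.52 CPM and Col3a1 at 6.35 against 0.030 CPM. Values that rest on 1 to 17 barcodes say little about treatment, and no biological explanation was tested.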

How the results depend on the processing

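The tests chosen after the data were seen are the batch term, the omission of cells of other types, the omission of the highest scrublet scores and 5 further ways to form the combined rank. The results were recomputed to 1231 values under alternatives. Of these, 1039 counted as unchanged, 81 changed sign, 92 moved by more, 13 passed the threshold anew and 6 no longer passed it. Tested values counted as unchanged when they kept direction and side of the threshold. Cluster shares and positions did so within the spread, and counts within a factor of 1.5. No value changed sign for 61 results, but these include counts and positions, which cannot change sign. For the changes below the cause was not tested, except where the omitted guide or library held the UMIs of a gene, or where clusters were joined.

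No gene list passed the threshold in fry in any alternative run. The 0 target and cluster pairs past it say little about stability, since with a smallest exact p of 0.00013 over 630 pairs 1 pair alone could not pass. In cluster 2, Elovl1 was above the mean of the other clusters in each alternative, with adjusted p from 2.55e-07 to 0.091. Cluster 2 was not always the highest, since in DESeq2 cluster 7, measured in 2 libraries, was at 0.62 against 0.40 for cluster 2. Tcf7 was lower with anti-PD-1 in each alternative, from -0.96 to -0.83.

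For cluster shares (anti-PD-1 minus IgG, points), a minimum of 5 guide UMIs gave 10.8 in cluster 0, -10.5 in cluster 1, -4.89 in cluster 3 and 0.033 in cluster 5. Without integration the values were 10.5, -10.9, 8.97, -3.66, -4.87 and -0.045 in clusters 0, 1, 2, 4, 5 and 8. With nothing regressed out they were -4.02, 1.21, 1.71 and -2.58 in clusters 0, 1, 3 and 5. Thinning gave 0.61 in cluster 1 and -3.45 in cluster 5. A resolution of 0.2 gave -8.34 and 1.32 in clusters 1 and 5, and 0.5 gave -3.54 and -2.37 in clusters 1 and 7. Leaving out the highest scrublet scores gave -4.55 in cluster 1. Some of these clusterings join clusters. At 0.2 all 3274 cells of cluster 3 are in cluster 1 and 660 of the 684 cells of cluster 6 in cluster 5, without integration 3084 cells of cluster 3 and 253 of the 320 cells of cluster 7 are in cluster 1 and 643 cells of cluster 6 in cluster 0, and after thinning 1571 of the 1886 cells of cluster 4 are in cluster 1, and 595 cells of cluster 6 and 138 of the 154 cells of cluster 8 in cluster 0, so that these values cover other cells than the clusters they are set against. Depth differs between treatments, which limits what these shares can say, and thinning changes the clusters as well as the depth and leaves out 163 cells, all of them IgG. The omission of doublets called by scrublet was void, with 3, 8 and 0 calls in the anti-PD-1 libraries and 1251 in IgG.

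For target shares, sgElovl1 in cluster 5 was at 1.51 points at a resolution of 0.2, at 0.80 at 0.5, and from -2.15 to 1.73 over omitted libraries. Thinning took sgCs in cluster 1 to 0.096, nothing regressed out took sgAgps in cluster 4 to -0.30, no integration took sgPhyh in cluster 8 to -0.28, and the guide minimum took sgAzin2 in cluster 7 to -0.27. Over omitted libraries sgAzin2 ranged from -0.27 to 2.05, sgNdufv3 in cluster 7 from -0.27 to 2.55 and sgPhyh from -0.55 to 3.72. The combined position of Elovl1, 50 among 70 targets and sgNT, was 70 by the log2 ratio, 38 at a resolution of 0.5 and 35 with pooled shares. It was 19 by number of cells and 11 by number of cells with none reversed. With the guide minimum it was 29, but only 30 targets had enough cells there, so this lies near the end of that list.

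For treatment, DESeq2 called 5 genes, the batch term 306, and omission of a library from 0 to 3510. With the batch term Havcr2 was at 0.34, Ifng at -0.18 and Tnf at 0.26. Summing replicates 1 and 2 gave Havcr2 0.079, and equal cells per cluster gave Gzma -0.23. Equal cells also gave Klf2 0.70 in place of 1.33 and Mki67 -0.0034 in place of -0.21, while Tcf7 was at -0.86 and Tnf at -0.74. Over omitted libraries Pdcd1 ranged from -0.039 to 0.13, Havcr2 from -0.23 to 0.090, Slamf6 from -0.22 to 0.16, Gzma from -0.64 to 0.29, Ifng from -0.14 to 0.21, Tnf from -1.50 to -0.34 and Klf2 from 1.14 to 1.64. Without replicate 3, Tcf7, Klf2, Tnf and Gzma passed the edgeR threshold. The fit without replicate 3 cannot tell treatment from batch. No paired analysis was possible because the treatments share only replicate number 1, and the numbers follow the order of the samples.

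Over all targets, the 464 calls became 147 with DESeq2, 994 without the filter, 261 without the replicate block, 83 with the guide minimum, 278 without cells of other types, and 213 to 365 over omitted libraries. The guide minimum left 34 targets with a call and 7 of 29 tested targeted genes lower past the threshold. Over omitted libraries the latter ranged from 6 to 12, with 31 to 43 genes tested. Targets higher and lower in IgG numbered 6 and 3 with the guide minimum and 19 and 3 as a ratio to sgNT.

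In sgElovl1, genes called numbered 0 with DESeq2, with the guide minimum and with the cluster as a covariate, 1 without guide 2 and within 2 MAD, and 1 to 3 over omitted libraries. With only sgElovl1 and sgNT in the fit they were Gzma and Gzmg, 2 other genes, and without guide 1 they were Tcrg-C1 and Trdv1. Without guide 1, Gm6093 was at -1.31, Ifng at -0.70, and the cholesterol and exhausted lists at 0.023 and -0.017. Without guide 2, which held all Tcrg-C1 UMIs of sgElovl1, the value of Tcrg-C1 in sgElovl1 against sgNT was -1.02, with Trdv1 at -0.13, Insig1 at 0.15, and the cholesterol and precursor lists at 0.046 and -0.080. Without guide 3, Insig1 was at 0.052, Slamf6 at -0.013, Tnf at -0.27, and the cholesterol, precursor and exhausted lists at 0.0010, -0.21 and -0.087. Within 2 MAD, the value of Gm6093 in sgElovl1 against sgNT was -1.62, with Ifng at -0.25. All 4 libraries gave Insig1 0.015, and the cholesterol and precursor lists 0.10 and -0.0040. The guide minimum gave Gm6093 -3.32, Insig1 0.10, Tnf -1.35 and Mki67 0.054. DESeq2 gave -0.0032 for Tnf in sgElovl1 against sgNT, and the cluster as a covariate Tnf -0.45 and Mki67 0.51.

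Over omitted libraries Elovl1 in its own knockout ranged from -0.41 to 0.0027, Gm6093 from -1.25 to 5.31, Insig1 from -0.36 to 0.054, Tcf7 from -0.18 to 0.80, Havcr2 from -0.24 to 0.082, Ifng from -0.85 to 1.06, Tnf from -0.25 to 0.30 and Mki67 from -0.21 to 0.013. The lists ranged from -0.085 to 0.087 for cholesterol, -0.16 to 0.17 for cytokines and killing, -0.064 to 0.017 for oxidative phosphorylation, -0.14 to 0.14 for the precursor list and -0.013 to 0.12 for the exhausted list.

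For Elovl1 across clusters, DESeq2 and its size factors in edgeR gave -0.41 in cluster 3. All cells but those with Elovl1 guides gave 0.0095, -0.23, 0.22, -0.070, 0.071 and -0.068 in clusters 0, 3, 4, 5, 6 and 7. A resolution of 0.2 gave -0.13 and -0.0345 in clusters 4 and 5. Over omitted libraries cluster 1 ranged from -0.12 to 0.057, cluster 2 from 0.38 to 0.57, cluster 4 from -0.043 to 0.25 and cluster 5 from -0.055 to 0.24.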

Other observations

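The tests named first were chosen only after the result was seen: other cells in sgCs, sgTgds and sgPik3cd, guide number and FOXO1 list for sgPik3cd, the Tcrg-C1 clone, the spread of target scores, depth and batch for the cycling clusters, the batch term, donor sex, the cell cycle scores, the splits for gene lists, sgSlc5a12, sgCs, sgPik3cd and sgTgds, and the count of splits within libraries. The other tests in this part were planned, and apart from treatment no biological explanation in the design was tested.

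The 159 calls in sgCs and sgTgds include keratins in sgCs, such as Krt19 at 7.13, and collagens in sgTgds, such as Col3a1 at 7.21 on the log2 scale. After leaving out 6 cells of these targets with at least 10 UMIs of another type's list, 0 calls were left, and without replicate 2 there were 0 in each target as well. A candidate explanation is a few cells of another type, or doublets with one, that carry the guide call.

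In sgPik3cd no cell of the anti-PD-1 libraries had 10 UMIs of such a list, and the cell with the most UMIs of the raised genes held 1.53% of them, which argues against a few cells of another type as the source. With the cluster as a term, 30 of the 40 called genes still tested were called again, among 142 genes called in that fit. It takes the clusters of 1 library as separate sums, and 210 of the 263 sgPik3cd cells are in replicate 3. Its p-values therefore cannot decide whether a shift between clusters is the whole cause. In the IgG library, which was not used for the calls, 55 of the 60 genes lay on the same side, against a median of 28 and at most 40 over the 82 other targets, which argues against chance differences between cells. The number of calls, 60, was 0 without replicate 3, 25 without replicate 1 and 51 without replicate 2. It was 17 with DESeq2, 8 with a minimum of 5 guide UMIs and 4 without the replicate block. It was 150 without the filter on low counts, 162 with all 4 libraries and from 54 to 63 in the other settings. Only 1 guide against Pik3cd had kept cells, so an effect of the guide other than on Pik3cd, or a clone that carries it, cannot be told apart from loss of Pik3cd.

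Lower PI3K signalling, which would leave the transcription factor FOXO1 active, was a hypothesis for sgPik3cd. A list of 12 FOXO1 target genes was written after the called genes were seen, and 6 of them are also in the marker lists, so its rise in the anti-PD-1 libraries (11 of 11 tested genes higher, median 0.41, fry p 0.018) is not independent. The prediction for IgG was a median above every other target. It was not met, since the median there was 0.19, with 8 of 12 genes higher, and 7 of 82 other targets were as high, up to 1.0. Because this rests on 1 library, the hypothesis stays open.

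All sgElovl1 UMIs of Tcrg-C1, 100%, came from guide 2, in 13 of its 70 cells, and none from cells of the other 2 guides. Expansion of a T cell clone that carries 1 Elovl1 guide is a candidate explanation. An effect of that guide elsewhere was not tested.

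Differences between targets in cluster shares did not repeat between libraries. The mean Pearson r between libraries was 0.0181 (permutation p 0.57), within the shuffled range of -0.061 to 0.063. The SD of the combined target scores was 0.901 of that of mock targets, so differences between guides with no effect of the target may account for the spread. The position of Elovl1 within its own cells is not that of a ranking by number of cells, where it was at 19.

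Cycling clusters 1, 3 and 4 together held 36.1% of the cells with anti-PD-1 and 45.8% with IgG. The difference of -9.69 points was -16.6 with a minimum of 5 guide UMIs, -14.6 without integration, 1.73 with nothing regressed out and -0.21 with cells thinned to equal depth. Thinning left out 163 of the 11495 IgG cells and no anti-PD-1 cell, and it changed the clusters, so lower depth per cell in IgG and the choice of clustering cannot be told apart. Without clusters, the share of cells with an S or G2M score above 0 was 46.9% with anti-PD-1 and 47.9% with IgG, and 48.1% and 49.0% after thinning, but these means join opposite signs. Replicates 1 and 2 were above IgG, the latter at 50.6%, and replicate 3 below it, at 40.2%, or 41.9% after thinning. Replicate 3 minus IgG was -11.8 points within 1 batch by guide composition, but this is 1 library against 1, so a difference between the batches stays open.

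No gene was called by edgeR between treatments, with 268 at an unadjusted p under 0.05 and 5 called by DESeq2, and a term for the batch gave 306 calls. That term makes the comparison replicate 3 against IgG alone, with the spread of replicates 1 and 2 only, and Igkc passes it through 1 cell, so whether a batch difference hides differences between treatments stays open. Donors of the other sex are not the reason that replicate 3 lies nearer to IgG, since the lowest Xist level over the 4 libraries was 473 CPM.

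As many targeted genes lower in their own knockouts as seen, 33 of 42, came up in shuffles with a permutation p of 2.00e-05, which argues against chance. Mock targets of nontargeting guides had a call in 45.5% of cases, against 65.7% of comparable targets, so for targets with few calls an effect and chance differences between guides cannot be told apart.

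A target and sgNT in 3 libraries give 6 sums and 10 splits, so a test by splits can never exclude chance at 0.05. The fits of these sums alone have a term for the library. As many calls as in the real split, itself included, came from 9 of 10 splits for sgElovl1, 4 for sgSlc5a12, 7 for sgCs, 1 for sgPik3cd and 3 for sgTgds. Only 4 of the 10 splits, the real one among them, put each library on both sides, and of these 3, 2, 3, 1 and 1 gave as many. The real calls were 2, 7, 1, 96 and 12, those of sgElovl1 being Gzma and Gzmg rather than the genes called with all targets in the fit. For the gene lists of sgElovl1 the real split called 0, so that 10 of 10 splits gave as many by construction.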
